A study of Homo sapiens with 241 samples. Its data were reported in "Gene Expression Profiling Reveals Epithelial Mesenchymal Transition (EMT) Genes Can Selectively Differentiate Eribulin Sensitive Breast Cancer Cells" (2014).

How the data were processed

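The authors deposited log2 expression values per probe set for 241 arrays (Affymetrix HG-U133 Plus 2.0), and those deposited values were used as they stand, with no further normalization. The notes that come with the data name RMA in Affymetrix Power Tools 1.12.0, while the methods of the paper name MAS 5.0. The values themselves, from 1.37 to 13.9 with array medians between 4.51 and 4.69 and 0 missing, are on a log2 scale, on which a difference of 1 is a 2-fold change. The labels describe the control as vehicle, whereas the paper calls it untreated, and this was not resolved. The labels give the exposure as 24 hours and the dose as 10 times the IC50 for each cell line and drug. The paper says that IC50 values could not be determined for UACC-893, so the doses there are unknown. IC50 values were not used.

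The table held 54675 probe sets, 41097 with 1 gene symbol, 1801 with several and 11777 with none. Gene symbols were read from the platform annotation in the deposited files, of which 41043 matched a RefSeq gene table used for names only, and 0 symbols had to be updated. Each of 19775 genes was represented by the brightest probe set outside the _x_at class, a class open to cross-hybridization, and by an _x_at probe set only where it had no other. Probe sets with a mean linear value of at least 100 were kept, which left 8142 genes, 150 of them read by an _x_at probe set. TUBA1B fell below that limit for this reason, and its _x_at value comes from the alternative that allows such probe sets. Probe sets with several symbols or none were not assigned to a gene and were tested apart.

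The technical replicates of each cell line and treatment were averaged on the log2 scale (79 groups of 3 arrays and 2 of 2, ZRT and HCC-1143 control). Each comparison was a paired test on 27 within-line differences per gene in limma, with Benjamini-Hochberg adjustment over 8142 genes and a threshold of 0.05. Errors are the SD over cell lines. Gene lists were tested with camera on the same fit, preset correlation 0.01, and with the correlation estimated from the data, adjusted over the 26 lists tested in each comparison. Smaller lists than 3 genes were not tested. Within each cell line, limma on all arrays with 1 group per cell line and treatment used the technical spread (160 residual degrees of freedom), with a limit of 1.5-fold. An F test in that fit asked for each gene whether the difference varied between the cell lines. Correlations across cell lines had permutation p values from 100000 resamples, two-sided, with adjustment over 5 relations. RNA quality was read from the 3′ and 5′ control probe sets of ACTB and GAPDH, with permutation of signs.

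The lists were alpha and beta tubulins, other tubulins, tubulin folding, microtubule-associated proteins, G2/M genes, DNA replication genes, replication-dependent histones, p53 targets, BCL2 family, NEK kinases, NF-kB and cytokine genes, AP-1 and immediate early genes, stress and unfolded protein response, heat shock, interferon-stimulated genes, SRF/MRTF targets, YAP/TEAD targets, epithelial markers, mesenchymal markers, keratins, estrogen response, cholesterol synthesis, drug transporters and metabolism, ribosomal proteins, the EMT panel and the qPCR reference genes of the study, and markers of other cell types. Groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule named, per comparison, the 8 largest increases and the 8 largest decreases among called genes of the same sign in at least 22 cell lines, every measured alpha and beta tubulin, the genes of the study's text on EMT, up to 3 members of each list with the lowest p, the 3 cell lines with most and with fewest called genes, and the 6 genes with the largest SD between cell lines. CDK1, ORC6 and, for eribulin against control, NFKBIA were outside it, as were SNHG17, KIF13A and KIF21A.

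The alternatives were a plain paired t-test, the rule for signature genes in the paper's methods, other filters, other choices of probe set, quantile normalization again, centring on the array median, eBayes with trend and robust, the median of replicates, a fit on arrays with the replicate number as a block, each replicate and each cell line left out, a limit of 1.5-fold or none, fry in place of camera, and control arrays split between the drugs. After the data were seen, alternatives were added without the 3 arrays farthest from their group mean (ZRT eribulin 1, MCF-7 paclitaxel 3 and HCC-38 paclitaxel 3), and with array-median centring for lists and named genes. For the comparison of both responses, groups unchanged from the control were simulated 100 times.

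The code was tested on simulated data with the same groups and spread. Of 50 genes planted at each size, 1.1-fold changes were recovered in 86% for eribulin against paclitaxel, 90% for eribulin against control and 70% for paclitaxel against control, and 1.25-fold changes in 100%, 98% and 100%, with 1, 3 and 3 false calls. Within a cell line 100% of 2-fold changes were recovered, the test of variation found 98% with 14 false calls, and a planted list shift of 0.2 was found with 0 other lists called. In that list test each gene had its own error in the mean. It therefore cannot show how often lists whose genes move together are called falsely. Tools were R 4.3.3, limma 3.58.1, the data.table package (version 1.17.8) and matplotlib 3.10.9.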

Results

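Gene expression was measured in 27 human breast cancer cell lines after 24 hours of exposure to eribulin or to paclitaxel, and in control cells. Both drugs bind tubulin, the subunit of microtubules: paclitaxel stabilizes the polymer, whereas eribulin, a synthetic analog of the marine compound halichondrin B, stops microtubules from growing. Each drug was given at 10 times the IC50 found for that cell line, so the concentrations differed between cell lines and between the drugs. For UACC-893 the doses are unknown. Of the groups of arrays formed by 1 cell line and 1 treatment, 79 had 3 arrays and 2 had 2 arrays. The labels call the replicates technical, so the 27 cell lines, not the arrays, were the replicates of every comparison between treatments. Values are log2 expression with differences given as mean ± SD over n = 27 cell lines, and adjusted p values are from limma with Benjamini-Hochberg adjustment over 8142 genes. The median log2 value per array lay between 4.51 and 4.69, and every array had its nearest array in the same cell line. For 26 arrays the nearest array was of another treatment, and in 9 of 162 drug-treated arrays, among them all 6 of HCC-1419, the mean tubulin level was nearer the other drug. Arrays carry no read depth, and the number of cell lines limits the precision.

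The comparison of eribulin with control asks which genes responded to eribulin across the panel. Most measured immediate early genes (14 of 17) and G2/M genes (24 of 35) rose under eribulin, and most DNA replication genes (24 of 27) and 5 of 9 tubulin mRNAs fell. None of these lists passed camera with an estimated correlation (adjusted p = 0.329 for the immediate early and replication genes, 0.441 for G2/M and 0.558 for the tubulins). ATF3, a stress-induced transcription factor, rose by 1.03 ± 0.89 and was higher in 27 of 27 cell lines (adjusted p = 2.20e-05). DUSP1, a phosphatase that acts on MAP kinases, rose by 0.76 ± 0.66 and was higher in 25 cell lines (adjusted p = 2.46e-05). EDN1, which encodes the peptide endothelin 1, rose by 0.71 ± 0.76 and was higher in 24 cell lines (adjusted p = 0.000245). Among the largest decreases were the cyclin gene CCNE2 (-0.60 ± 0.46, lower in 25 cell lines, adjusted p = 6.18e-06) and MCM6, a subunit of the replicative helicase (-0.55 ± 0.38, lower in 27 cell lines, adjusted p = 1.64e-06). In all, 3388 of 8142 genes passed the threshold, 1371 higher and 2017 lower, with a median fold of 1.09 among them. Only 15 of them changed at least 1.5-fold in the mean, 12 higher and 3 lower.

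By gene list, 14 of 17 measured AP-1 and immediate early genes rose under eribulin and none fell (15 when adjusted over the list alone), among them JUN (0.65 ± 0.79, higher in 24 cell lines, adjusted p = 0.000740) and KLF4 (0.44 ± 0.50, higher in 24 cell lines, adjusted p = 0.000420). The list stood above other genes in camera with a preset correlation (adjusted p = 2.42e-07), but not with an estimated correlation (adjusted p = 0.329). Of 27 DNA replication genes, 24 fell and 3 did not pass the test (26 fell when adjusted over the list alone), with camera adjusted p = 4.59e-13 and adjusted p = 0.329 with an estimated correlation. The G1/S cyclin gene CCNE1 fell by 0.37 ± 0.25 in 27 of 27 cell lines (adjusted p = 1.38e-06), and UNG, which removes uracil from DNA, fell by 0.51 ± 0.32 in 27 of 27 (adjusted p = 5.64e-07). Of 35 G2/M genes, 24 rose, 1 fell and 10 did not pass (25 rose and 1 fell when adjusted over the list alone), with camera adjusted p = 1.49e-08 and adjusted p = 0.441 with an estimated correlation. CENPA, the centromeric histone H3 variant, rose by 0.35 ± 0.26 in 24 cell lines (adjusted p = 3.48e-06), and TPX2, a spindle assembly factor, rose by 0.31 ± 0.32 in 23 (adjusted p = 0.000139). The G2/M gene that fell was CDK1, the kinase that drives entry into mitosis (-0.14 ± 0.23, 18 cell lines, adjusted p = 0.0108), singled out after its value was seen.

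Genes of the cytoskeleton and of inflammatory signaling also moved under eribulin. Of 15 targets of SRF and its actin-sensing cofactors MRTF, 11 rose (11 also over the list alone), with camera adjusted p = 9.69e-06 and adjusted p = 0.340 with an estimated correlation. Of 17 YAP/TEAD targets 9 rose (12 when adjusted over the list alone), with camera adjusted p = 0.000129 and adjusted p = 0.340 with an estimated correlation. FHL2, an SRF target, rose by 0.44 ± 0.47 in 23 cell lines (adjusted p = 0.000257), and the YAP target CCN1 rose by 0.58 ± 0.64 in 27 of 27 (adjusted p = 0.000327). Of 12 NF-kB and cytokine genes 7 rose and 1 fell (8 and 1 over the list alone), with camera adjusted p = 0.00112 and adjusted p = 0.329 with an estimated correlation. The member that fell, named after its value was seen, was NFKBIA, which encodes an inhibitor of NF-kB (-0.14, adjusted p = 0.0447). CCL20, a chemokine gene, rose by 0.54 ± 0.65 in 21 cell lines (adjusted p = 0.000669). Of 19 genes for microtubule-associated proteins 10 rose and 1 fell, the same over the list alone, with camera adjusted p = 0.00126 and adjusted p = 0.329 with an estimated correlation. KATNA1, a subunit of the microtubule-severing enzyme katanin, rose by 0.15 ± 0.12 in 23 cell lines (adjusted p = 4.10e-05).

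Of 20 p53 targets 8 rose and 2 fell under eribulin, the same over the list alone (camera adjusted p = 0.0236, and adjusted p = 0.509 with an estimated correlation). Without CAL-51 the p53 list no longer passed (camera adjusted p = 0.109). GADD45A rose by 0.56 ± 0.52 in 26 cell lines (adjusted p = 6.04e-05), and CDKN1A, which encodes the cell cycle inhibitor p21, rose by 0.39 ± 0.41 in 25 (adjusted p = 0.000197). Of 17 genes of the stress and unfolded protein response 8 rose (9 over the list alone; camera adjusted p = 0.00261, and adjusted p = 0.441 with an estimated correlation). Of 9 heat shock genes 5 rose (5 over the list alone), with camera adjusted p = 0.0105 and adjusted p = 0.329 with an estimated correlation. Of 8 replication-dependent histone genes 3 rose (2 over the list alone), with camera adjusted p = 0.0304 and adjusted p = 0.509 with an estimated correlation, and the call of the list was lost without CAL-51, MCF-7, DU4475 or MDA-MB-468. Without any 1 of these 4 cell lines H2BC21 and H2BC5 also lost their calls, H2BC21 without any 1 of 17 in all, which left H4C8 (0.37 ± 0.51, higher in 22 cell lines, adjusted p = 0.00230). In the 36-gene panel of epithelial-mesenchymal transition (EMT) genes that the study chose on these samples, 17 rose and 3 fell (18 and 3 over the list alone), which is not independent evidence of its direction (camera adjusted p = 0.00112, and adjusted p = 0.441 with an estimated correlation). VIM, the mesenchymal intermediate filament, rose by 0.31 ± 0.53 in 20 cell lines (adjusted p = 0.0111), and so did CLDN1, a tight junction gene of epithelia (0.52 ± 0.62, 26 cell lines, adjusted p = 0.000672).

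Of the 9 measured alpha and beta tubulin genes 5 fell under eribulin and none rose (5 over the list alone), but the list did not pass camera (adjusted p = 0.0880). It passed without UACC-893 (adjusted p = 0.0214) and with the brightest probe set of any class (adjusted p = 0.0397). TUBB fell by 0.56 ± 0.35 in 26 cell lines (adjusted p = 4.95e-07), and TUBA1C fell by 0.24 ± 0.29 in 23 (adjusted p = 0.000826). TUBA1A was 0.20 ± 1.06, TUBB2A -0.05 ± 0.52, TUBB2B 0.08 ± 0.69 and TUBB6 0.03 ± 0.46, none past the threshold. The remaining lists did not stand apart from other genes under eribulin either (camera adjusted p from 0.0972 to 0.793). Of 3 other tubulins 1 was higher and 1 lower, TUBG1 (-0.21 ± 0.26, adjusted p = 0.00123). Members passed the test in both directions in the BCL2 family (5 higher and 3 lower of 10), the epithelial markers (4 and 1 of 20), the keratins (4 and 1 of 10) and the tubulin folding genes (3 and 4 of 18). In the estrogen response list 6 of 15 were lower, and 3 of 10 cholesterol synthesis genes were lower. The mesenchymal markers had 2 of 10 members higher, the NEK kinases 2 of 5, the interferon-stimulated genes 1 of 17 and the drug transporters and metabolism genes 1 of 6. Among these calls NEK7 was lost without any 1 of 9 cell lines, the cholesterol synthesis gene SQLE without any 1 of 16, and the interferon-stimulated GBP1 without UACC-812. None of 11 ribosomal protein genes passed, and all 3 measured qPCR reference genes of the study were lower, GAPDH by -0.05 ± 0.05 (adjusted p = 0.00374). HPRT1, also among the 3, lost its call without any 1 of 9 cell lines. No marker of other cell types passed the expression filter (0 of 15), so that list had no test. Over the list alone the counts were 5 higher and 2 lower for the keratins, 2 lower for cholesterol synthesis and 0 for the interferon-stimulated genes. For the tubulin folding list the median and the mean differed in sign.

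Paclitaxel was compared with control to find its own response. Most tubulin mRNAs (8 of 9) and G2/M genes (30 of 35) rose under paclitaxel, and most DNA replication genes (24 of 27) fell, each list with adjusted p = 0.198 with an estimated correlation. TUBB2A rose by 0.60 ± 0.27 and was higher in 27 of 27 cell lines (adjusted p = 1.64e-09), and TUBA1A rose by 0.66 ± 0.53 in 25 (adjusted p = 4.60e-06). CCNB1, the mitotic cyclin B1, rose by 0.51 ± 0.27 in 27 of 27 cell lines (adjusted p = 1.76e-08), and GAS2L3, which encodes a protein that links microtubules and actin, rose by 0.59 ± 0.28 in 26 (adjusted p = 3.70e-09). MCM2, another helicase subunit, fell by 0.44 ± 0.28 in 27 of 27 cell lines (adjusted p = 2.79e-07), and the noncoding RNA SNHG19 fell by 0.53 ± 0.22 in 27 of 27 (adjusted p = 5.98e-10). In all, 3099 genes passed, 1104 higher and 1995 lower, with a median fold of 1.08, and 9 of them, all higher, changed at least 1.5-fold.

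Of 9 measured alpha and beta tubulin genes, 8 rose under paclitaxel and TUBB did not pass (-0.07 ± 0.31, adjusted p = 0.372). The count was 8 over the list alone, with camera adjusted p = 4.77e-08 and adjusted p = 0.198 with an estimated correlation. For TUBB the brightest probe set, of a class open to cross-hybridization, gave the opposite sign and passed (0.14 ± 0.24, adjusted p = 0.0142). Of 35 G2/M genes 30 rose and 1 fell (30 and 1 over the list alone), with camera adjusted p = 1.21e-25 and adjusted p = 0.198 with an estimated correlation. Besides CCNB1, CCNB2 rose by 0.37 ± 0.21 and TPX2 by 0.42 ± 0.24, each in 26 cell lines and each with adjusted p = 4.95e-08. CDK1 again was the member that fell (-0.13 ± 0.23, 19 cell lines, adjusted p = 0.0186), named after its value was seen. Of 27 replication genes 24 fell and 1 rose (24 and 1 over the list alone), with camera adjusted p = 1.81e-12 and adjusted p = 0.198 with an estimated correlation. The member that rose was ORC6, a subunit of the origin recognition complex, likewise named after its value was seen (0.09 ± 0.14, 19 cell lines, adjusted p = 0.00807). MCM5 fell by 0.52 ± 0.34 in 26 cell lines (adjusted p = 3.87e-07), and CCNE1 fell by 0.38 ± 0.25 in 27 of 27 (adjusted p = 3.87e-07).

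Of 12 NF-kB and cytokine genes 8 rose under paclitaxel (9 over the list alone), with camera adjusted p = 2.96e-05 and adjusted p = 0.198 with an estimated correlation, and CXCL8, which encodes interleukin 8, rose by 0.67 ± 0.83 in 23 cell lines (adjusted p = 0.000846). Of 17 AP-1 and immediate early genes 9 rose (10 over the list alone), with camera adjusted p = 2.96e-05 and adjusted p = 0.198 with an estimated correlation, and ATF3 rose by 0.76 ± 0.65 in 26 cell lines (adjusted p = 1.18e-05). Of 19 genes for microtubule-associated proteins 7 rose and 1 fell (7 and 2 over the list alone), with camera adjusted p = 0.000716 and adjusted p = 0.217 with an estimated correlation. The mitotic kinesin KIF18A rose by 0.44 ± 0.29 in 24 cell lines (adjusted p = 3.51e-07). Of 17 stress and unfolded protein response genes 9 rose (9 higher and 2 lower over the list alone), with camera adjusted p = 0.00298 and adjusted p = 0.207 with an estimated correlation, and DDIT3 rose by 0.35 ± 0.31 in 26 cell lines (adjusted p = 2.11e-05). Of 20 p53 targets 7 rose and 2 fell (8 and 3 over the list alone), with camera adjusted p = 0.00687 and adjusted p = 0.584 with an estimated correlation. Of 8 replication-dependent histone genes 3 rose (8 over the list alone), with camera adjusted p = 0.00281 and adjusted p = 0.425 with an estimated correlation, and H4C8 rose by 0.54 ± 0.79 in 22 cell lines (adjusted p = 0.00364). Of 9 heat shock genes 4 rose (4 over the list alone), with camera adjusted p = 0.0297 and adjusted p = 0.331 with an estimated correlation. That heat shock call was lost after another round of quantile normalization. The histone gene H2BC9 lost its call without any 1 of 7 cell lines.

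The other lists did not pass camera under paclitaxel (adjusted p from 0.0551 to 0.963). They included the SRF/MRTF targets (2 higher and 1 lower of 15), the YAP/TEAD targets (2 and 1 of 17) and the study's EMT panel (10 and 3 of 36). Of these SRF/MRTF calls, TGFB1I1 was lost without any 1 of 17 cell lines and TPM4 without any 1 of 16. The YAP/TEAD call of PTPN14 was lost without MDA-MB-436, HCC-1937 or HCC-38. The keratins of simple epithelia KRT8 (-0.13 ± 0.18, lower in 22 cell lines, adjusted p = 0.00372) and KRT18 (-0.06 ± 0.07, lower in 21, adjusted p = 0.00510) fell, and 4 of 10 keratins were lower in all. The epithelial markers had 3 higher and 3 lower of 20, the mesenchymal markers 2 higher of 10, the BCL2 family 2 and 2 of 10, the estrogen response list 1 and 4 of 15 and the tubulin folding genes 2 and 3 of 18. Of the other tubulins 2 of 3 were higher, and of the drug transporters and metabolism genes 1 was higher and 1 lower of 6. The NEK kinases had 1 of 5 higher, the cholesterol synthesis genes 1 of 10 lower, the interferon-stimulated genes 1 of 17 lower, the qPCR reference genes 1 of 3 lower and the ribosomal protein genes 0 of 11. The interferon-stimulated call, OAS3, was lost without any 1 of 16 cell lines. ABCC10, of the drug transporters and metabolism list, lost its call without any 1 of 14, and FOXA1, of the estrogen response list, without any 1 of 6. Over the list alone 1 SRF/MRTF target and 1 YAP/TEAD target were higher and none lower, and the counts were 3 and 2 for the BCL2 family, 1 and 4 for the keratins, 0 and 0 for the interferon-stimulated genes and 0 and 2 for the reference genes. The sign of the median and that of the test differed for the interferon-stimulated, ribosomal protein and tubulin folding lists, and the mean and the median differed in sign for the keratins.

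The responses to both drugs were then set against each other. Over the 8142 genes the mean change under eribulin and that under paclitaxel correlated with Pearson r = 0.860 (Spearman rho = 0.867), a correlation across genes, which are not independent replicates. Because both responses share the control arrays, unchanged groups simulated against those controls gave r = 0.509, and the covariance was 0.00999 against a simulated 0.000182. With the control replicates split between the drugs, r was 0.825 or 0.816. The replicates are technical, so neither the simulation nor the split takes off what differed between the control culture and the treated cultures. Such a difference enters both responses. Genes called higher under both drugs numbered 875 and genes called lower under both numbered 1529, counts that both rest on the same control arrays. The 4 genes called in opposite directions were all tubulins, TUBA1C, TUBA4A, TUBB3 and TUBB4B, lower under eribulin and higher under paclitaxel. Of these only TUBA4A was read by a probe set outside the class open to cross-hybridization. By qPCR the study gave no significant change of TUBA1C or TUBB3 under eribulin against control. TUBA4A was -0.38 ± 0.52 under eribulin (adjusted p = 0.00237) and 0.44 ± 0.31 under paclitaxel (adjusted p = 9.34e-07), and TUBB4B was -0.33 ± 0.38 (adjusted p = 0.000524) and 0.29 ± 0.23 (adjusted p = 5.32e-06).

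**Figure D1:**
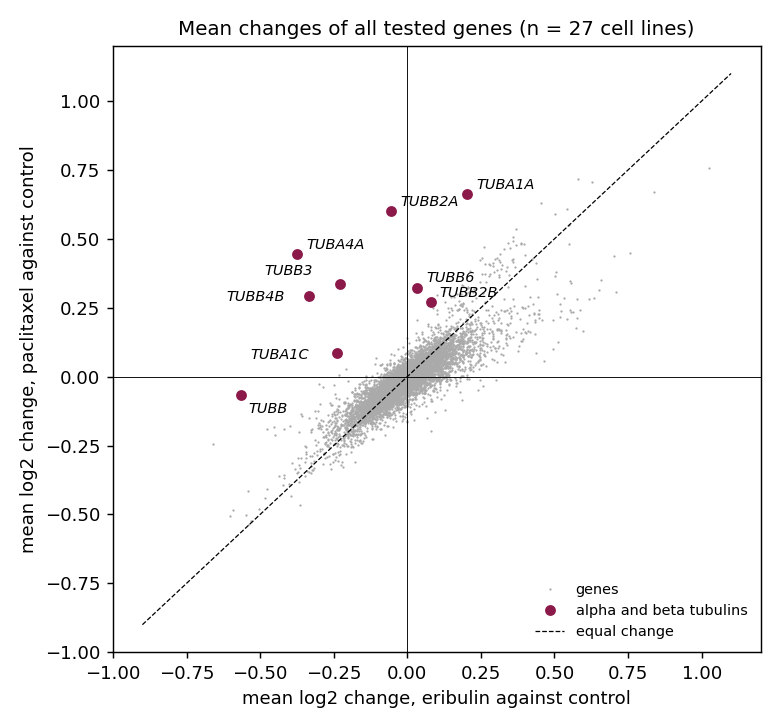
Mean log2 change against control under eribulin (horizontal axis) and under paclitaxel (vertical axis) for the 8142 genes tested, each a mean over 27 cell lines. The 9 alpha and beta tubulin genes lie above the line of equal change, and over all genes r = 0.860 with a slope of paclitaxel on eribulin of 0.708.

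The direct comparison of eribulin with paclitaxel asks which genes separate the 2 drugs. The median of the 9 measured alpha and beta tubulins was lower under eribulin than under paclitaxel in 26 of 27 cell lines, and 6 of the 9 passed. TUBA4A differed by -0.82 ± 0.51 and was lower in 26 of 27 cell lines (adjusted p = 5.27e-06), TUBB2A by -0.65 ± 0.51 in 25 (adjusted p = 0.000118), TUBB4B by -0.63 ± 0.41 in 27 (adjusted p = 1.11e-05), and TUBB3 by -0.56 ± 0.40 in 26 (adjusted p = 3.20e-05). In the other direction, the YAP target CCN1 was higher under eribulin by 0.36 ± 0.42 in 24 cell lines (adjusted p = 0.0200), JUND, an AP-1 subunit, by 0.27 ± 0.30 in 22 (adjusted p = 0.0162) and SRF itself by 0.22 ± 0.24 in 23 (adjusted p = 0.0119). In all, 68 genes passed, 46 higher and 22 lower under eribulin. The 3 genes that differed at least 1.5-fold were the tubulins TUBA4A, TUBB2A and TUBB4B.

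Of the 9 measured alpha and beta tubulin genes 6 were lower under eribulin than under paclitaxel (8 over the list alone), and the list passed camera with the preset correlation (adjusted p = 5.94e-18) and with an estimated one (adjusted p = 0.0273). The other members of the 6 were TUBB (-0.50 ± 0.38, lower in 26 cell lines, adjusted p = 9.11e-05) and TUBA1C (-0.32 ± 0.29, lower in 25, adjusted p = 0.00138). TUBA1A (-0.46 ± 0.87, adjusted p = 0.0995), TUBB6 (-0.29 ± 0.42, adjusted p = 0.0568) and TUBB2B (-0.19 ± 0.65, adjusted p = 0.341) did not pass. TUBB3, TUBB4B, TUBA1C and TUBB2B were read only by probe sets that can cross-hybridize between related genes. TUBA1B was left out by the filter because its single probe set outside that class was dim. Its brightest probe set, of that class, gave -0.35 ± 0.28, lower in 27 of 27 cell lines (adjusted p = 0.000153). Against control that probe set of TUBA1B gave -0.26 ± 0.26 under eribulin (adjusted p = 0.000146) and 0.09 ± 0.13 under paclitaxel (adjusted p = 0.00368). Of 3 other tubulins TUBG1, the gamma tubulin of microtubule nucleation, was lower (-0.24 ± 0.28, 22 cell lines, adjusted p = 0.0280), a call lost without HCC-38 or HCC-70, and the list did not pass (camera adjusted p = 0.0539, 2 lower over the list alone).

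**Figure D2:**
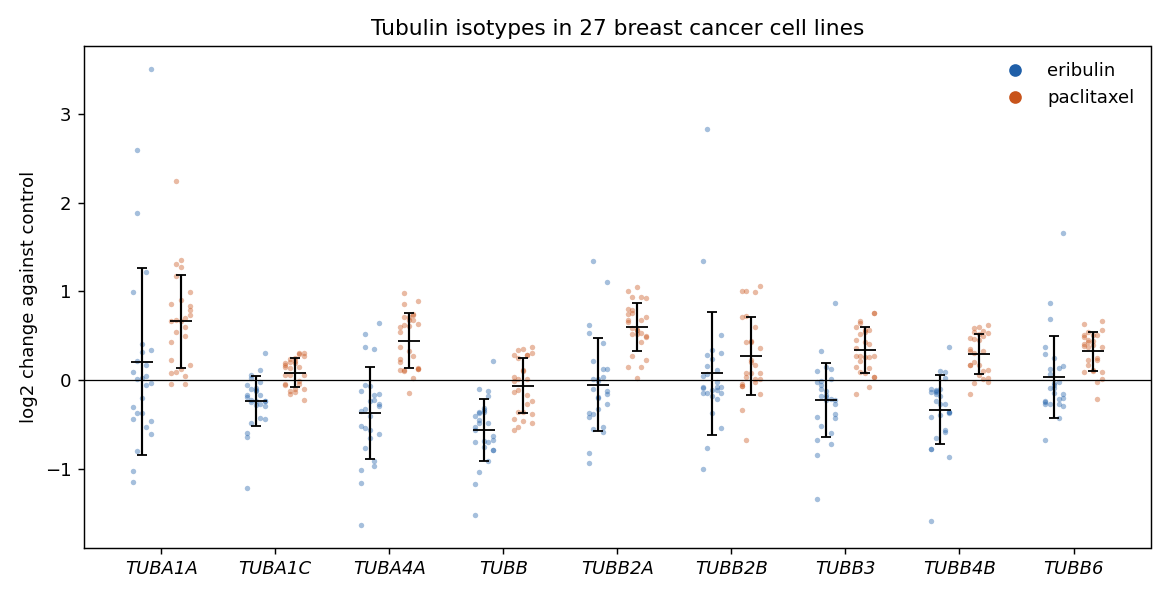
Log2 change against control (vertical axis) of the 9 measured alpha and beta tubulin genes under eribulin and under paclitaxel. Each point is 1 of 27 cell lines, and the bars give mean ± SD. Means under paclitaxel lie between -0.07 (TUBB) and 0.66 (TUBA1A), and means under eribulin between -0.56 (TUBB) and 0.20 (TUBA1A).

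Some targets of SRF/MRTF and of YAP/TEAD were higher under eribulin. Of 15 SRF/MRTF targets 5 were higher under eribulin than under paclitaxel and none lower (12 over the list alone), with camera adjusted p = 6.91e-11 and adjusted p = 0.177 with an estimated correlation. FHL2 differed by 0.35 ± 0.45 (22 cell lines, adjusted p = 0.0343), a call lost without BT-549, MDA-MB-231, HCC-38, HCC-1428, HCC-1419, HCC-70 or UACC-812 (highest adjusted p = 0.0650, without HCC-70). Without any 1 of these 7 cell lines, or without BT-20 or HCC-1143, the actin-associated ACTN1 and TGFB1I1 lost their calls as well. Of the 5 SRF/MRTF targets only SRF passed in every leave-out, and with eBayes trend and robust 0 were higher. Of 17 YAP/TEAD targets 2 were higher, CCN1 and LATS2 (13 over the list alone), and LATS2 (0.22 ± 0.30, 20 cell lines, adjusted p = 0.0467) lost its call without any 1 of 14 cell lines: BT-20, MDA-MB-436, BT-549, Hs578T, HCC-2218, HCC-1143, MDA-MB-231, HCC-38, MDA-MB-468, HCC-1428, HCC-1419, HCC-1500, HCC-70 or UACC-812 (highest adjusted p = 0.0861, without HCC-70). The YAP/TEAD list had camera adjusted p = 1.93e-09 and adjusted p = 0.177 with an estimated correlation. Without the 3 arrays farthest from their group means the counts of SRF/MRTF and YAP/TEAD targets were 4 and 1, and they were 6 and 5 both after quantile normalization again and with array-median centring. Beside these lists and the tubulins, the difference between the 3′ and 5′ ACTB control probe sets, a measure of RNA quality, was itself lower under eribulin than under paclitaxel by -0.10 ± 0.22 (permutation p = 0.0154, two-sided, adjusted p = 0.0925 over 6 tests), and for GAPDH the same difference was 0.00 ± 0.05 (permutation p = 0.760).

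No G2/M gene of 35 passed in the direct comparison (12 lower under eribulin over the list alone, and 2 lower after quantile normalization again and 6 lower with array-median centring), although the list did with the preset correlation (adjusted p = 6.58e-12, and adjusted p = 0.326 with an estimated correlation). The same held for the replication genes (0 of 27, 0 over the list alone, camera adjusted p = 0.000407, adjusted p = 0.601 with an estimated correlation) and the replication-dependent histones (0 of 8, 6 lower over the list alone, camera adjusted p = 4.90e-05, adjusted p = 0.316 with an estimated correlation), all toward lower values under eribulin, although the median of the replication list was higher under eribulin in 16 cell lines. In the study's EMT panel 0 of 36 genes passed (10 higher over the list alone, which is not independent evidence, since the panel was chosen on these samples). That list passed with the preset correlation (adjusted p = 0.000139, and adjusted p = 0.326 with an estimated correlation). EDN1 (0.40 ± 0.58, adjusted p = 0.0522), TGFB2 (0.40 ± 0.67, adjusted p = 0.0758), CLDN1 (0.25 ± 0.51, adjusted p = 0.116), VIM (0.14 ± 0.39, adjusted p = 0.234), OCLN (0.10 ± 0.26) and SMAD2 (0.08 ± 0.16, adjusted p = 0.116) stayed short of the threshold, and TGFB1 was below the expression filter. In the EMT panel 3 genes were higher after another round of quantile normalization, EDN1 among them (adjusted p = 0.0490), and 2 with array-median centring.

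Among the other lists, the AP-1 and immediate early genes (1 of 17 higher, 8 over the list alone, camera adjusted p = 8.07e-06, adjusted p = 0.285 with an estimated correlation), the epithelial markers (0 of 20, adjusted p = 0.0250, adjusted p = 0.442 with an estimated correlation), the keratins (0 of 10, adjusted p = 0.0255, adjusted p = 0.236 with an estimated correlation) and the stress and unfolded protein response (0 of 17, adjusted p = 0.0255, adjusted p = 0.601 with an estimated correlation) leaned toward eribulin. The estrogen response list leaned toward paclitaxel (0 of 15, adjusted p = 0.00943, adjusted p = 0.326 with an estimated correlation), and not after another round of quantile normalization (adjusted p = 0.0621). Over the list alone 1 epithelial marker and 2 keratins were higher, 1 estrogen response gene was lower and 0 stress genes passed. Without HCC-1500 the epithelial list did not pass, nor did the stress list without HCC-1500 or UACC-812. The microtubule-associated MAP7 was lower under eribulin (-0.13 ± 0.09, 25 cell lines, adjusted p = 8.42e-05), the 1 called member of 19 in its list, which did not pass (adjusted p = 0.472). The tubulin folding genes (1 of 18 lower), the heat shock genes (1 of 9 higher), the BCL2 family (0 of 10), the NEK kinases (0 of 5), the NF-kB and cytokine genes (0 of 12), the interferon-stimulated genes (0 of 17), the mesenchymal markers (0 of 10), the p53 targets (0 of 20), the cholesterol synthesis genes (0 of 10), the drug transporters and metabolism genes (0 of 6), the ribosomal protein genes (0 of 11) and the qPCR reference genes (0 of 3) did not pass (adjusted p from 0.0895 to 0.854). The tubulin folding call, PFDN5, was lost without any 1 of 7 cell lines, and the heat shock call, DNAJB1, without any 1 of 15. Over the list alone 3 p53 targets were higher and 1 lower, 2 microtubule-associated genes higher and 1 lower, 1 mesenchymal marker higher and 1 lower, 1 NF-kB gene higher and 1 cholesterol synthesis gene lower. Median, mean and test differed in sign for the heat shock, NEK kinase and NF-kB lists.

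The direct comparison was sensitive to single cell lines. Leaving out 1 cell line at a time gave 25 genes without HCC-38, 26 without MDA-MB-231, 27 without HCC-70, 30 without HCC-1419, 33 without BT-549, 40 without BT-20 or UACC-812, 41 without HCC-1143, Hs578T or MDA-MB-468 and 45 without HCC-1428. It gave 119 genes without HCC-1954, 124 without ZRT, 132 without T47D, 145 without HCC-1806, 147 without SKBR3, 182 without DU4475 and 225 without MDA-MB-453. In every leave-out 23 of the 68 genes passed, among them the 6 tubulins, MAP7, CCN1, JUND and SRF but not FHL2. With eBayes trend and robust, however, only 6 genes passed, 0 higher and 6 lower under eribulin, so CCN1, JUND and SRF lost their calls. By contrast, 2863 of 3388 genes for eribulin against control and 2655 of 3099 for paclitaxel against control passed in every leave-out. Without a multiple-testing adjustment, 1808 genes had p under the threshold between the drugs. The count was 26 without replicate 3 and 1902 with arrays as units and the replicate number as a block. It was 177 (90 higher and 87 lower) after another round of quantile normalization and 248 (92 higher and 156 lower) with each array centred on its median, and 419 probe sets (325 higher and 94 lower) passed the methods' signature rule, so the share of genes higher under eribulin depended on the setting.

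**Figure D3:**
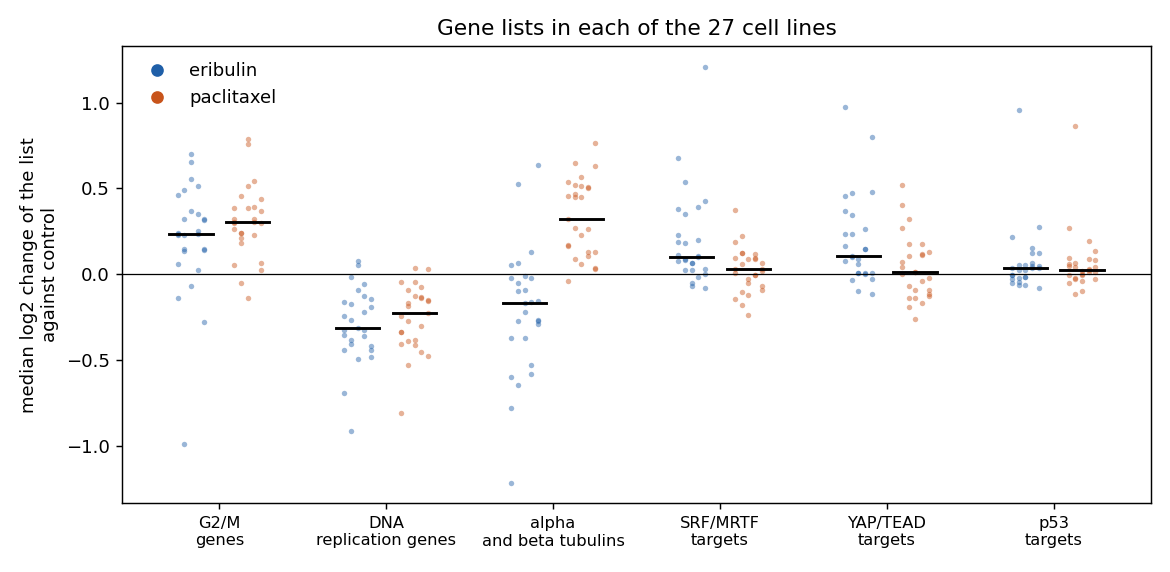
Median log2 change against control of 6 gene lists (vertical axis), with 1 point per cell line and drug and a black line at the median over 27 cell lines. The tubulin list lies above 0 in 26 cell lines under paclitaxel and below 0 in 22 under eribulin, and the replication list lies below 0 in 25 cell lines under each drug.

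The cell lines differed widely in the size of their response. Within each cell line, limma on all arrays counted genes past the adjusted threshold and at least 1.5-fold changed, with p values that measure only the technical spread. The median over cell lines was 140 genes for eribulin against control (13 to 1070), 92 for paclitaxel against control (9 to 456) and 19 for eribulin against paclitaxel (2 to 755). Most genes changed under eribulin in UACC-812 (1070), HCC-70 (694) and UACC-893 (693), and fewest in HCC-1937 (13), DU4475 (15) and Hs578T (28). Under paclitaxel the most were in MDA-MB-468 (456), MDA-MB-453 (216) and HCC-70 (210), and the fewest in HCC-1419 (9), UACC-893 (22) and SKBR3 (25). Between the drugs the most were in UACC-812 (755), UACC-893 (599) and HCC-1500 (470), and the fewest in ZRT (2), T47D (3) and HCC-1806 (5). Over the 27 cell lines the counts under eribulin and under paclitaxel showed no relation (r = 0.05, permutation p = 0.784, rho = 0.193, permutation p = 0.335, and r = 0.121 without UACC-812 and HCC-70).

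**Figure D4:**
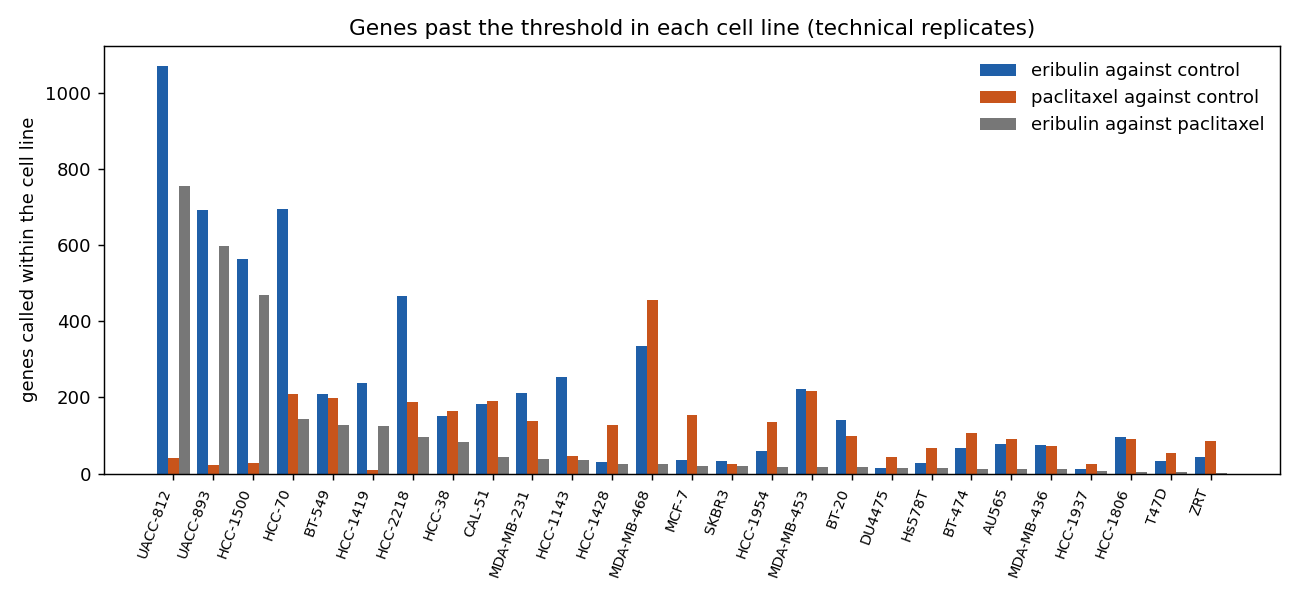
Number of genes past the threshold within each cell line (vertical axis) for the 3 comparisons, with the cell lines ordered by the count between the drugs. UACC-812, UACC-893 and HCC-1500 have 755, 599 and 470 genes between the drugs, and the median cell line has 19.

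In all, 5 relations across the 27 cell lines had been fixed beforehand as 1 family. The median change of the p53 targets without CDKN1A correlated with the change of CDKN1A under eribulin (r = 0.722, permutation p = 0.00365, adjusted p = 0.00912) and under paclitaxel (r = 0.834, permutation p = 0.00114, adjusted p = 0.00570). The rank correlations were lower (rho = 0.263, permutation p = 0.185, adjusted p = 0.308, and rho = 0.404, permutation p = 0.0372, adjusted p = 0.0930). Without CAL-51 and UACC-893, the cell lines with the most extreme CDKN1A change, r under eribulin was 0.185, so that relation rested on those cell lines. Without CAL-51 and MDA-MB-453, chosen in the same way, r under paclitaxel was 0.503. MDA-MB-453 went against that relation (CDKN1A 0.703, p53 targets -0.008), so leaving it out can raise r. CAL-51 was not left out alone. In CAL-51 the p53 targets changed by 0.96 under eribulin and 0.86 under paclitaxel in the median. The relation of the tubulin change under eribulin to that under paclitaxel did not pass the threshold (r = 0.346, permutation p = 0.0775, adjusted p = 0.129, and 0.413 without HCC-1143 and UACC-893, with rho = 0.414, permutation p = 0.0328, adjusted p = 0.0930). Both changes were taken against the same control arrays of each cell line, which alone can produce a correlation. Whether they are related stays open. The relation of the G2/M change to the tubulin change did not pass under eribulin (r = -0.229, permutation p = 0.235, adjusted p = 0.294, rho = -0.164, permutation p = 0.410, adjusted p = 0.512, and r = 0.127 without UACC-812 and HCC-1500) or under paclitaxel (r = 0.146, permutation p = 0.467, adjusted p = 0.467, rho = 0.0852, permutation p = 0.670, adjusted p = 0.670, and r = -0.0325 without HCC-38 and MDA-MB-453).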

Values the study reported

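In breast cancer cell lines, the study reported a signature of 327 genes that differed between eribulin and paclitaxel by its paired test and fold limit. It gave 76% of them as higher under eribulin. Across its breast, ovarian and endometrial panels the signatures shared 18 genes, and 11 of these were tubulins. By qPCR in the breast panel, it gave expression under paclitaxel relative to eribulin as 1.67-fold for TUBB3, 2.1-fold for TUBB4B and 1.61-fold for TUBA1C. Against control, it gave no significant change of TUBB3 or TUBA1C under eribulin by qPCR, and significant decreases of TUBA4A and TUBB4B. For its EMT panel, it reported several genes as significantly higher under eribulin than under paclitaxel by qPCR. It named vimentin, claudin-1 and endothelin-1 among the EMT genes higher under eribulin. It also reported that EMT expression was related to eribulin sensitivity in the breast panel.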

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

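The test of shared sequence between tubulin genes and that of a stronger response to eribulin overall were chosen only after the result was seen. The other tests in this part were written down before they were run. For no action of paclitaxel this covers only the tubulin median under paclitaxel. The further values given there were not part of the written test. No explanation by a biological group of cell lines was tested. The labels give no receptor status or drug sensitivity of the cell lines, and such groups from elsewhere were not used in any test.

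The difference between eribulin and paclitaxel varied between cell lines for 6082 of 8142 genes, that between eribulin and control for 7274 and that between paclitaxel and control for 6938 (limma F test against the technical spread), which is what brought these results here. Largest SDs over the cell lines between the drugs were those of TUBA1A (0.87, from -1.69 in HCC-1143 to 2.67 in UACC-893), ANXA1 (0.815, up to 3.27 in HCC-1500), ATF3 (0.815, up to 2.73 in HCC-1500), GBP1 (0.759, up to 3.14 in HCC-1500), CXCL8 (0.748, from -1.29 in HCC-38 to 2.88 in HCC-1500) and TMT1A (0.719, down to -2.52 in UACC-893). Since the replicates are technical, this spread also holds whatever differed between the cultures of a cell line.

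Among probe sets without a single gene symbol, which no comparison used, 16 of 1491 passed between eribulin and paclitaxel, 598 between eribulin and control and 567 between paclitaxel and control (limma, Benjamini-Hochberg over 14294 probe sets past the filter).

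Of 9 measured alpha and beta tubulin mRNAs 6 were lower under eribulin than under paclitaxel. Shared sequence between tubulin genes could carry the change of 1 isotype to others, but 3 of 5 tubulin probe sets outside the class open to cross-hybridization passed as lower, those of TUBA4A, TUBB2A and TUBB, which argues against it as the whole cause. For TUBB3, TUBB4B and TUBA1C the arrays leave it open, since 0 of these 3 genes had such a probe set past the filter. A difference in RNA quality could also lower them, but with the ACTB and GAPDH 3′ minus 5′ differences as covariates the mean tubulin difference was -0.51 (95% interval -0.70 to -0.32), against -0.53 without.

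Of the SRF/MRTF and YAP/TEAD targets 5 of 15 and 2 of 17 were higher under eribulin than under paclitaxel, of which only SRF and CCN1 passed in every leave-out. The 3′ minus 5′ difference of ACTB was lower under eribulin in the mean. With both differences as covariates the mean over cell lines of the lists' median difference was 0.13 (95% interval 0.04 to 0.21), against 0.17 without. RNA quality as read by these covariates thus did not account for all of it. ACTB is itself in the SRF/MRTF list, so its value is not an independent measure here, and other effects of RNA quality stay open. A stronger response to eribulin overall left 0.10 (95% interval 0.05 to 0.16) once taken off, which argues against it as the whole cause. Both lists missed the threshold with an estimated correlation, so it stays open whether they differ from other genes.

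UACC-812, UACC-893 and HCC-1500, chosen after their counts were seen, had the most genes between the drugs (755, 599 and 470) with few under paclitaxel against control (42, 22 and 29). The median tubulin change under paclitaxel was 0.65, 0.63 and 0.76 (lowest 0.633, in UACC-893) and that of the G2/M genes -0.05, 0.02 and 0.44, but the tubulin median under eribulin, which shares the control arrays, was 0.52, 0.64 and -0.16. The test written down beforehand used only the tubulin median under paclitaxel, and it went against no action in each of these cell lines. All values together argue against no action of paclitaxel in HCC-1500. The paclitaxel change correlated over genes with the mean of the other cell lines at r = 0.323 in UACC-812 and 0.255 in UACC-893 (lowest in any cell line 0.204, in ZRT). That goes against no action there. Their tubulins, however, rose under eribulin as well and their G2/M medians under paclitaxel were small, so it stays open in both. A technical shift of the eribulin arrays could raise the counts. The eribulin change correlated over genes with the mean of the other cell lines at r = 0.515 or more in each, which argues against a shift alone. The lowest such r in any cell line was 0.264, in DU4475. A shift added to a drug response could leave such a correlation too, so a part played by it stays open. The dose in UACC-893 is unknown. In the other cell lines the dose followed the IC50 of the cell line, so it differed between them. Its part in the counts was not tested. The paper puts UACC-812, UACC-893 and HCC-1500 in its cluster most resistant to eribulin, for which it reports higher IC50 values. It drew that cluster from expression in these same samples.

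Splits that swapped the treatments in random cell lines argue against chance pairing as the source of the counts across cell lines. They speak to the total counts only, not to single genes. Of 100 splits, the real one included, only 1 reached the real count each time: 68 genes between the drugs (highest other split 0), 3388 for eribulin against control (1050) and 3099 for paclitaxel against control (626). Within cell lines the splits dealt technical replicates, so they speak only to chance among arrays, and chance differences between cultures stay open. There, too, only 1 of 100 splits reached the real value: medians of 140 (7), 92 (6) and 19 (4) for eribulin against control, paclitaxel against control and eribulin against paclitaxel, and 6082 varying genes (2113).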

How the results depend on the processing

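Settings without the 3 outlying arrays, and array-median centring for lists and named genes, were chosen only after the result was seen.

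The 2 comparisons with control kept their counts within 1.5 times except with a 1.5-fold limit and under the methods' signature rule. That rule changes the threshold, but also counts probe sets and uses a plain paired t-test without adjustment. The comparison of the drugs did not keep its count. Arrays have no depth, and dim probe sets were removed by the filter. Except where a setting itself tests more or fewer genes or samples, the cause was not tested.

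For eribulin against paclitaxel 68 genes became 419 probe sets under the methods' signature rule, 29 with no filter, 131 with a limit of 200, 103 with the mean of a gene's probe sets, 177 with quantile normalization again, 248 with centring, 6 (0 higher) with eBayes trend and robust, 42 with the median of replicates, 27 without ZRT and HCC-1143, 3 with a 1.5-fold limit, and from 25 to 225 with a replicate or cell line left out. With the replicate number as a block and arrays as units it was 1902, and the pairing by replicate number carried no shared signal (mean r = 0.003 over 239 pairs). It was 47 without the 3 outlying arrays, 44 of them among the 68, and 48 with the plain t-test. For eribulin against control 3388 genes became 1914 probe sets by the methods' rule and 15 genes with a 1.5-fold limit (2949 to 3405 in leave-outs, 4744 with the replicate block). For paclitaxel against control 3099 genes became 1242 probe sets and 9 genes (2766 to 3214, and 4452 with the replicate block), and centring moved the share higher from 35.6% to 48.3%. Without the 3 outlying arrays these counts were 3294 and 3140.

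The medians within cell lines became 221, 167 and 35 with no filter and 1293, 1163 and 190 with no fold limit for eribulin against control, paclitaxel against control and eribulin against paclitaxel. With a replicate left out the median between the drugs lay from 15 to 40, and those against control stayed within 1.5 times, and with the replicate block they were 140, 92 and 19. The 6082 varying genes were 5964 with the replicate block and from 3077 to 5958 with a replicate left out. The correlation of 0.860 (jackknife SE 0.038) was 0.816 with split controls and from 0.846 to 0.878 in leave-outs. TUBB under paclitaxel changed sign to 0.14 with the brightest probe set of any class.

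Of 78 list results, only those that passed in the main setting could lose the threshold. With an estimated correlation 33 lost it, and only the tubulin list between the drugs passed (camera adjusted p = 0.0273). With fry 9 lost it (8 gained it), with quantile normalization again 2, with centring 1 and without the 3 outlying arrays 0. Among named genes 12 lost it with the plain t-test (3 gained it), 3 with quantile normalization again (11 gained), 6 with centring (15 gained), 10 without the 3 outlying arrays (1 gained) and 22 when 1 cell line was left out.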

Other observations

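The test of gene families was chosen only after the result was seen.

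Besides the examples given above, several genes changed alike under both drugs. RAB11FIP3, which acts in vesicle recycling and cytokinesis, rose by 0.63 ± 0.39 under eribulin (26 cell lines, adjusted p = 3.55e-07) and by 0.71 ± 0.37 under paclitaxel (27 cell lines, adjusted p = 1.39e-08, limma). The transcription factor gene MYB fell by 0.54 ± 0.52 under eribulin (26 cell lines, adjusted p = 7.65e-05) and by 0.41 ± 0.35 under paclitaxel (25 cell lines, adjusted p = 9.42e-06). BCL2L11, which encodes the BH3-only protein BIM, fell by 0.34 ± 0.33 (adjusted p = 8.23e-05) and by 0.34 ± 0.27 (adjusted p = 4.60e-06), in 24 cell lines each. Under eribulin ANXA3 rose by 0.66 ± 0.77 in 24 cell lines (adjusted p = 0.000530) and TMT1A fell by 0.66 ± 0.83 in 23 (adjusted p = 0.00109).

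Single cell lines had large changes of their own. Under paclitaxel in MDA-MB-468 the histone genes H2BC21 (2.85), H1-2 (3.17) and H4C8 (2.98) and the cytokine gene IL6 (4.03) were far above control, while in HCC-70 the same 3 histone genes were below it (-1.22, -0.62 and -0.93). Under eribulin ANXA1 was highest in HCC-1500 (4.70), CXCL8 in HCC-70 (4.31) and PLAU in UACC-812 (3.45). Within cell lines 118 genes were called higher in 1 cell line and lower in another between the drugs, 335 for eribulin against control and 164 for paclitaxel against control.

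A hypothesis was that genes of a symbol family move together under both drugs, SNHG genes down and kinesins up, because SNHG19 stood among the largest decreases and 11 of 22 kinesins rose under eribulin. Other members went the other way: SNHG17 rose under both drugs (0.18 ± 0.27, adjusted p = 0.00596, and 0.15 ± 0.16, adjusted p = 0.000318), KIF13A fell under both (-0.12 ± 0.21, adjusted p = 0.0182, and -0.23 ± 0.24, adjusted p = 0.000174) and KIF21A fell under paclitaxel (-0.11 ± 0.21, adjusted p = 0.0284). The highest camera p with an estimated correlation over the 2 families and both drugs was 0.791, so the families as wholes were not shown to move, and it stays open for the kinesins (estimated p = 0.0768 under eribulin and 0.0466 under paclitaxel). The kinesins share KIF11, KIF14, KIF20A, KIF23 and KIF4A with the G2/M list, so their change was not separate from that of the list.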
